# Multi-omics dataset of bovine mammary epithelial cells stimulated by ten different essential amino acids

**DOI:** 10.1038/s41597-024-03123-4

**Published:** 2024-03-12

**Authors:** Lianbin Xu, Xiaowen Wang, Xiuli Li, Huawei Liu, Jinshan Zhao, Dengpan Bu

**Keywords:** Metabolomics, Transcriptomics

## Abstract

Application of high-throughput sequencing and screening help to detect the transcriptional and metabolic discrepancies in organs provided with various levels of nutrients. The influences of individual essential amino acid (EAA) administration on transcriptomic and metabolomic profilings of bovine mammary epithelial cells (BMECs) were systematically investigated. A RNA sequencing and liquid chromatography-tandem mass spectrometry generated a comprehensive comparison of transcriptomics, non-targeted metabolomics and targeted amino acids profilings of BMECs with individual EAA stimulation by turn. The sequencing data and raw LC-MS/MS data of samples were presented in the databases of Gene Expression Omnibus, MetaboLights and Figshare for efficient reuse, including exploring the divergences in metabolisms between different EAAs and screening valuable genes and metabolites regulating casein synthesis.

## Background & Summary

Milk protein from mammary gland of dairy cows is a valuable protein source available for human consumption^1^. However, insufficient utilization of genetic potential restricts dairy’s competitiveness and weakens efforts to decline investments into food production^2^. Although it varies greatly, the efficiency of dietary nitrogen conversion into milk is only about 25% in lactating cows, which results in a huge pecuniary loss and a series of environmental pollutions^3^.

Given that, nitrogen intake has a significant correlation to nitrogen excretion^4^. Dairy cows are likely to be supplied protein that exceed their requirements resulting from unclear definitions of amino acid (AA) needs. The bovine mammary gland is a forceful milk protein synthesizing factory. Present diet formulation is according to the single limiting nutrient theory proposed by von Liebig, which suggested that AA transfer from lumen to milk follows a stationary efficiency until needs are satisfied^5^. However, the observations that several AAs regulated cell signaling pathways^5,6^ and the changeable AA transport activity of mammary gland indicate the mutable efficiency of AA utilization that violates the supposition raised by Mitchell and Block^7^. Therefore, more data about the individual AA metabolism in mammary gland is required to improve the predictions of AAs requirements for dairy cows.

When dairy cows were fed an average diet of 17.8% crude protein (CP), only 25% of dietary nitrogen is recovered in milk^3^, but this efficiency increased to 30% under a grass-based diet with a well-balanced supplement of histidine, lysine, methionine, and leucine to a 15% CP diet^8^. Similarly, Zhao *et al*. reported that lactating cows fed 12% CP diet supplemented with isoleucine, leucine, methionine and threonine had similar milk productions relative to those fed 16% CP diet^9^. These results indicated that a reasonable strategy to elevate postabsorptive nitrogen efficiency is to reduce present percentages of dietary nitrogen and add specific essential AAs (EAA), which requires a better understanding and comparison of different EAA conversions in mammary gland.

Similar to the low-protein diet supplemented with EAAs in dairy cows, single EAA addition to the standard medium devoid of total EAAs had been used to explore the influences of single EAA on milk protein synthesis *in vitro*^1,5,10^. Gao *et al*. found that cultivation with standard medium devoid of all AA and supplemented with histidine, lysine, methionine, and leucine for 6-h had different effects on β-casein synthesis^11^, respectively. Appuhamy *et al*. reported that media lack of total EAA and individually supplemented with arginine, isoleucine, leucine, methionine, or threonine exerted various influences on mTOR signaling pathways that regulate the rates of translation initiation and elongation^5^. These results indicated that different individual EAA addition under low total AA/EAA settings had diverse effects on casein synthesis. Besides, additions of several EAAs, such as arginine, leucine and branched-chain AAs were also used to improve the health status of humans with preeclampsia, sarcopenia and cirrhosis^12–14^, respectively. However, previous studies usually focused on few EAAs, and information about the systematic comparison of mammary metabolisms between all individual EAAs is relatively limited. Therefore, transcriptomic and metabolomic profilings as well as the AA concentrations of bovine mammary epithelial cells (BMECs) came from 72 samples with various single EAA availability (0 or standard concentration in medium for each EAA) were systematically compared in this study based on TruSeq Stranded mRNA LTSample Prep Kit (Illumina) and liquid chromatography-tandem mass spectrometry (LC-MS/MS). All of data were deposited in Gene Expression Omnibus^15,16^, MetaboLights^17–19^ and Figshare^20,21^ repositories.

The public availability of this dataset helps to promote researches in biochemistry of EAA regulating milk protein synthesis, transcriptomic and metabolomic comparisons between different studies or explorations into repetitiveness of data analysis in multi-omics. Given that this study has a horizontal design, this dataset can be used in multiple perspectives. First, these data presented a landscape of transcriptomic and metabolomic profiles in BMECs with different individual AA supplies, which contributes to investigate the discrepancies between individual EAA metabolisms. Second, it helps researchers to study the pathways by which EAAs mediate BMECs function and milk protein synthesis. Third, data can be applied for optimizing mammary mathematical models to predict the responses of milk protein synthesis to EAA administrations and contributing to screening key genes and metabolites with potential breeding values.

## Methods

### Study design

Experimental protocols were ratified by Welfare and Health Committee of Qingdao Agricultural University. Primary BMECs were isolated as described previously^22^. Briefly, mammary gland tissues from healthy dairy cows were cut into 1mm^3^ pieces in D-Hanks solution (Solarbio, Beijing, China) containing 1% penicillin-streptomycin (Sigma-Aldrich, MO, USA). Following washing with PBS buffer three times, the pieces were incubated at 37 °C and 5% CO_2_. The tissues were removed when the cells isolated from tissues reached 80% confluence. BMECs and fibroblasts were divided according to their different sensitivity to 0.15% trypsin plus 0.02% EDTA (Sigma-Aldrich, MO, USA). BMECs (6 passages) were grown in DMEM-F12 medium (Gibco, NY, USA) including 1% L-glutamine and 10% (v/v) fetal bovine serum (Gibco, NY, USA) as well as 5 μg/mL insulin and 1% penicillin-streptomycin (both from Sigma-Aldrich, MO, USA) at 37 °C and 5% CO_2_.

The experimental design was shown in Fig. 1. For exploring the transcriptomic and metabolomic responses to diverse EAA stimuli, 0.5 × 10^7^ BMECs were seeded in a 12-well plate. After nearly 48-h cultivation, the cells were serum-starved overnight when they reached a 90% confluence and had a aggregates-like formation, and then subsequently assigned to 1 of 12 treatment media (n = 6). Complete DMEM-F12 medium (Gibco, NY, USA) containing 0.70 L-arginine, 0.15 L-histidine, 0.42 L-isoleucine, 0.45 L-leucine, 0.5 L-lysine, 0.12 L-methionine, 0.22 L-phenylalanine, 0.45 L-threonine, 0.04 L-tryptophan, and 0.45 L-valine (all in mmol/L) serves as the positive control (POS) treatment, while DMEM-F12 medium without total EAA served as the negative control (NEG) treatment. Ten treatments were NEG individually supplemented with L-arginine, L-histidine, L-isoleucine, L-leucine, L-lysine, L-methionine, L-phenylalanine, L-threonine, L-tryptophan or L-valine (Sigma-Aldrich, MO, USA), respectively. Individual EAA was supplemented to achieve a concentration equal to that in the POS treatment. After 6-h treatment, cell samples were collected simultaneously and kept at −80 °C for subsequent analysis.

**Fig. 1:**
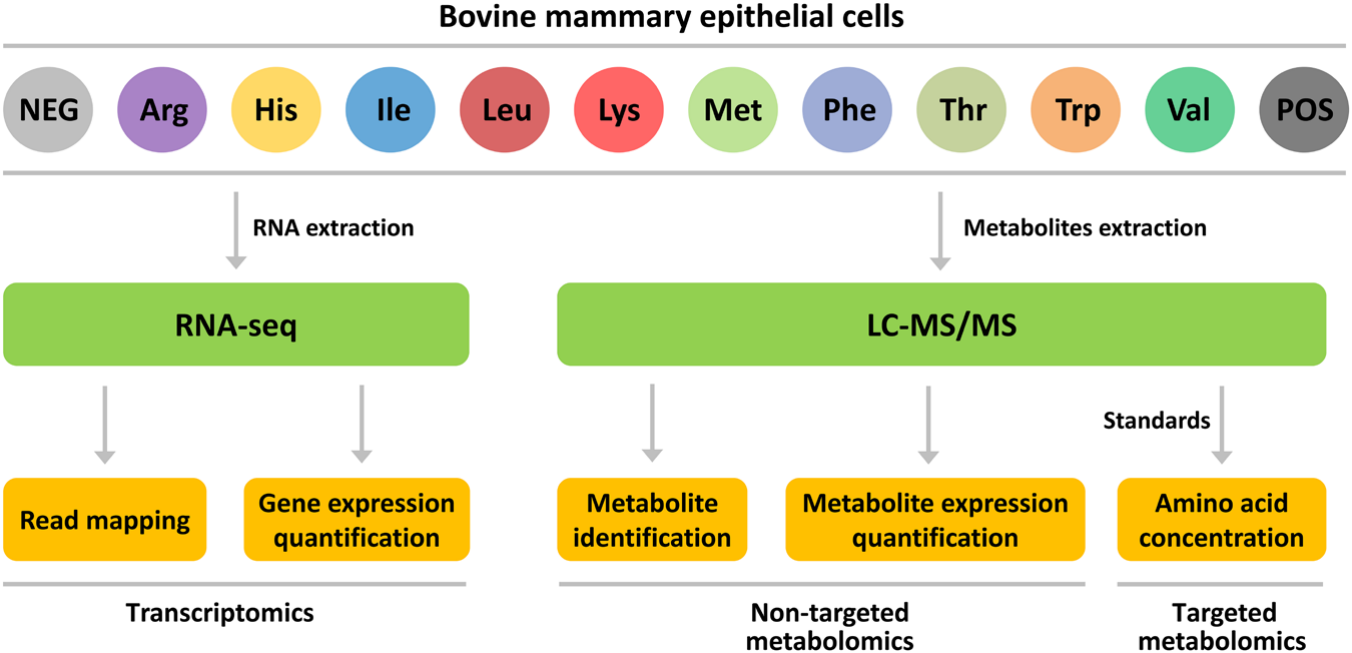
The experimental design and workflow to acquire data of transcriptomics, non-targeted metabolomics and targeted amino acids profilings in BMECs. Complete DMEM-F12 medium used for BMECs was the positive control (POS) treatment, while DMEM-F12 medium without total essential amino acid served as the negative control (NEG) treatment. Ten treatments were NEG individually supplemented with L-arginine, L-histidine, L-isoleucine, L-leucine, L-lysine, L-methionine, L-phenylalanine, L-threonine, L-tryptophan or L-valine, respectively (*n* = 6). Individual EAA was supplemented to achieve a concentration equal to that in POS.

### Sample preparation

Total RNA of treated cells were collected with TRIzol reagent (Invitrogen, Carlsbad, CA, USA). The quantity and quality (optical density at 260/280 nm = 1.8–2.0) of RNA were measured using a biophotometer (Eppendorf, Hamburg, Germany) and agarose gel electrophoresis for analyzing 28 S and 18 S rRNA subunits.

For non-targeted and targeted metabolomics, the metabolites of 1 × 10^6^ cells were taken from each treatment using 1 mL of reagent including methanol, acetonitrile and water (2:2:1, v/v/v). The BMECs solutions were then vortexed for 1 min, following by ultrasonicating for 0.5-h at 4 °C and for 1-h at −20 °C to precipitate protein. A vacuum centrifuge was adopted to dry the supernatant of solution after a centrifugation with 14,000 rcf for 20 min, and then maintained at −80 °C until latter use. At last, the precipitation after drying was dissolved in 0.1 mL acetonitrile/water (1:1, v/v) and adequately vortexed, and then followed a 20 min centrifugation with 14,000 rcf to obtain supernatants for subsequent LC-MS/MS analysis.

### Total RNA sequencing

Poly-T oligo-attached magnetic beads were applied to purify mRNA. The synthesis of first-strand cDNA was conducted by random hexamer primer and M-MuLV Reverse Transcriptase(RNase H-), and the second-strand cDNA was generated with DNA Polymerase I and RNase H. Adaptor having hairpin loop structure were ligated after the adenylation of 3’ ends of DNA fragments. AMPure XP system was used to purify PCR products. The quality of library was assessed by the Bioanalyzer 2100 system (Agilent Technologies, CA, USA). The library establishments were then sequenced using an Illumina sequencing platform (HiSeqTM 2500) and 150 bp paired-end reads were producted.

### Chromatography

BMECs samples were dissociated on an UHPLC (Vanquish UHPLC, Thermo) along with a Orbitrap. The mobile phase included A = ammonium acetate (25 mM) and ammonium hydroxide (25 mM) in water as well as B = acetonitrile. The process was 98% acetonitrile for 90 seconds and was decreased to 2% during 10.5 min linearly, and maintained for 2 min following by increasing to 98% in 6 seconds. Continuous analysis of samples was conducted arbitrarily to reduce the influences of instrument detection signal fluctuations. Quality control (QC) samples that were composed of aliquots from total samples were operated 3 times before the queue to monitor the column condition and every 6 inserts after that to evaluate discrepancies.

BMECs samples for targeted metabolomics of AA profiling were separated on an Agilent 1290 Infinity LC UHPLC System (Agilent Technologies, CA, USA) using a HILIC column. The mobile phase of composition A includes water, ammonium formate (25 mM) and formic acid (0.1%), and B was 0.1% formic acid in acetonitrile. The process of elution was: 85% B during 0-1 min; B reduced from 85% to 50% (1–11 min) in a linear manner, B was kept at 40% (11.1–12 min), B elevated from 40% to 75% (12–12.1 min), and finally B was kept at 75% (12.1–19 min). Continuous analysis of samples was conducted arbitrarily to reduce the influences of instrument detection measuring undulations. QC samples were operated 3 times before the queue to monitor the column condition and every 6 inserts after that to evaluate discrepancies. Chromatographic retention time was corrected by the blend of standard AA metabolites.

### Mass spectrometry

ESI positive and negative ion modes were adopted in non-targeted metabolomics. BMECs samples were dissociated through UHPLC and underwent mass spectrometry using a Thermo Scientific Orbitrap Exploris 480 (Thermo Fisher Scientific). The ESI source settings were: source temperature, 600 °C; ion source gas 1 (nitrogen), 60; ion source gas 2 (nitrogen), 60; curtain gas, 30; ion spray voltage floating, ±5,500 V. In MS only acquisition, 80–1,200 Da m/z was got by the system coupled with the resolution of 60,000 and the accumulation time of 100 ms. In auto MS/MS acquisition, the system was adjusted to get over the m/z from 70 to 1,200 Da and the resolution was adjusted as 30,000. The accumulation time was adjusted as 50 ms, and exclude time within 4 s.

For targeted metabolomics of AA profilings, ESI positive ion mode was adopted for detection. Mass spectrometry of sampes adopted a 6500/5500 QTRAP mass spectrometer (AB SCIEX, Framingham, MA, USA). The ESI source setting was: ion source gas 1 (nitrogen): 40; ion source gas 2 (nitrogen): 40; curtain gas: 30; source temperature: 500 °C; ion spray voltage floating ±5,500 V. Ion pair was detected using the mode of multiple reaction monitoring.

### Data analysis

The QC and reads statistics in transcriptomics were measured by Trimmomatic^23^. Subsequent analyses were conducted with high-quality clean data. Hisat2 was used for the mapping of *Bos taurus* clean reads to the corresponding reference genome^24^. StringTie (v1.3.3b) was adopted to assemble the mapped reads of each sample^25^. Each transcript’s expression was quantified using the amount of Fragments Per Kilobase of transcript sequence per Millions base pairs sequenced (FPKM) method^26^, and the read counts as well as FPKM value were computed by cufflinks and htseq-count^27^, respectively. 

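RNA from primary bovine mammary epithelial cells (BMECs) was collected after 6 h in 1 of 12 treatment media, with 6 replicates in each, which gave 72 libraries. NEG was the medium without EAA, POS was the complete medium, and each of the other 10 treatments was NEG with a single EAA added, from 0.04 mmol/L for tryptophan to 0.7 mmol/L for arginine. The paper and the sample labels name different library kits and different culture plates, which all 72 libraries share. The deposited table gives the FPKM of 29550 genes in each library, of which 27570 carry Ensembl bovine identifiers and 1980 carry running names of the table's own. No gene symbols are given in the table, and the genome build is not given in the sources used here. FPKM are the reads counted on a gene, divided by the length of the gene and by a factor for the library. Whole numbers of reads could be recovered from the FPKM for all 23683 genes above 0 in at least 1 library, and 100.0% of the values above 0 came within 0.001 of a whole number. For genes with few reads the length is fixed only up to a divisor, so their number of reads can be too low. The factors of the 72 libraries were proportional to median-of-ratios size factors, with a relative spread of 2.0e-10, so the deposited FPKM already carry a scaling between libraries. The reads counted on genes ranged from 12006111 in Leu_1 to 18602430 in Thr_2. In NEG they ranged from 15907885 to 17910737 with a median of 16534948, in Arg from 12803214 to 17345709 (median 16670976), in His from 14247489 to 17236230 (median 16079133), and in Ile from 15260900 to 17083951 (median 15949142). In Leu the range was 12006111 to 16608798 (median 15547064), in Lys 15057704 to 17097354 (median 16158484), in Met 14425801 to 16955354 (median 15442099), and in Phe 15252429 to 17847085 (median 16208266). For Thr the reads ranged from 14732054 to 18602430 (median 15617221), for Trp from 14392213 to 16406230 (median 15424472), for Val from 14192523 to 18379953 (median 14644577), and for POS from 13575591 to 17234161 (median 15861561). The paper's own depth is 40253216 to 52418068 clean reads per library, and the values here rest on the reads counted on genes. Each EAA treatment and POS were compared with NEG by limma with a trended prior on log2(FPKM + 1), over the 12121 genes with a mean FPKM of at least 1 in the 72 libraries. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM.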

The two expression profilings between each treatment and control group were quantified by DESeq R package using nbinom test^28^. Significant differentially expressed genes (DEG) were discriminated when the unigenes have *P* < 0.05 and |log2(fold-change)| > 1.

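At an unadjusted p under 0.05 and a log2 fold change over 1 in size on log2(FPKM + 1), limma called between 46 and 2050 DEG against NEG among the 12121 genes tested. Leu had 2050 DEG (329 higher and 1721 lower than in NEG), Val 1425 (267 higher, 1158 lower), POS 1259 (337 higher, 922 lower) and His 556 (53 higher, 503 lower). Met had 458 DEG (75 higher, 383 lower), Arg 382 (41 higher, 341 lower), Trp 374 (75 higher, 299 lower), Lys 201 (40 higher, 161 lower) and Ile 192 (44 higher, 148 lower). Phe had 46 DEG, 45 of them higher, and Thr had 62, of which 59 were higher. The balance depends on the scaling. With libraries scaled by total reads, which was chosen after the data were seen, POS had 516 higher and 670 lower DEG and Val 458 higher and 788 lower. With the Phred column of Table 1 as a covariate, also chosen afterwards, Trp had 80 higher and 35 lower DEG, the only comparison whose majority turned under an alternative run. The alternative that moved a count most was the Benjamini-Hochberg adjusted p of limma, under which Thr had 2 DEG. The same adjustment gave 142 DEG in Arg, 24 in Phe and 1877 in Leu. Single libraries moved several counts by more than 1.5 times. Without Leu_1 the count of Leu was 985, without Val_3 that of Val was 2186, without His_1 that of His was 847, and without Met_1 that of Met was 715. For Arg the count was 142 without Arg_4, 603 without Arg_5, 587 without Arg_6 and 230 without NEG_2. For Trp it was 577 without Trp_1, 231 without Trp_6 and 217 without NEG_2. Leaving out NEG_2 also gave 25 DEG in Phe and 40 in Thr. In Leu, 808 of the 1721 lower DEG had no read in at least 1 Leu library while every NEG library had reads, and this held for 108 of the 341 lower DEG in Arg and 150 of the 922 in POS. In the other direction, 29 of the 45 higher DEG in Phe and 35 of the 59 in Thr had no read in at least 1 NEG library while every treated library had reads, and all higher DEG had a median of 5.33 reads per library in Phe and 4.08 in Thr. In the comparison of POS with NEG, 2505 genes had an adjusted p under 0.05 and FPKM ranges that did not overlap, and 1103 of them rose. Without the condition on p, 2676 genes had ranges that did not overlap, where chance gives 26.2. The single-EAA comparisons gave between 1424 (Thr) and 5219 (Leu) such genes. In Thr only 4 genes had an adjusted p under 0.05 by limma, while 4174 of the 12121 had an unadjusted p under 0.05. An excess over 26.2 thus also appears where few genes pass the adjustment. The files do not pair the identifiers with gene names, and the 4 identifiers that follow were picked after their values were seen, as the largest changes among the 2505 genes. ENSBTAG00000021617 had an FPKM of 27.6 ± 5.26 in POS and 4.21 ± 1.48 in NEG (SD, n = 6 libraries each), a log2 fold change of 2.51 (standard error 0.24, adjusted p = 6.4e-06 by limma). For ENSBTAG00000011839 the FPKM was 548 ± 141 in POS and 95.5 ± 7.51 in NEG, a log2 fold change of 2.48 (standard error 0.15, adjusted p = 2.4e-07 by limma). ENSBTAG00000054808 fell from 61.4 ± 22.4 in NEG to 1.23 ± 0.86 in POS, where 1 library was at 0, a log2 fold change of −4.85 (standard error 0.28, adjusted p = 1.2e-07 by limma). ENSBTAG00000001595 fell from 576 ± 237 to 25.8 ± 16.9, a log2 fold change of −4.61 (standard error 0.41, adjusted p = 3.8e-06 by limma). NEG_2 lay apart from the other NEG libraries in all 4 genes.

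**Figure D1:**
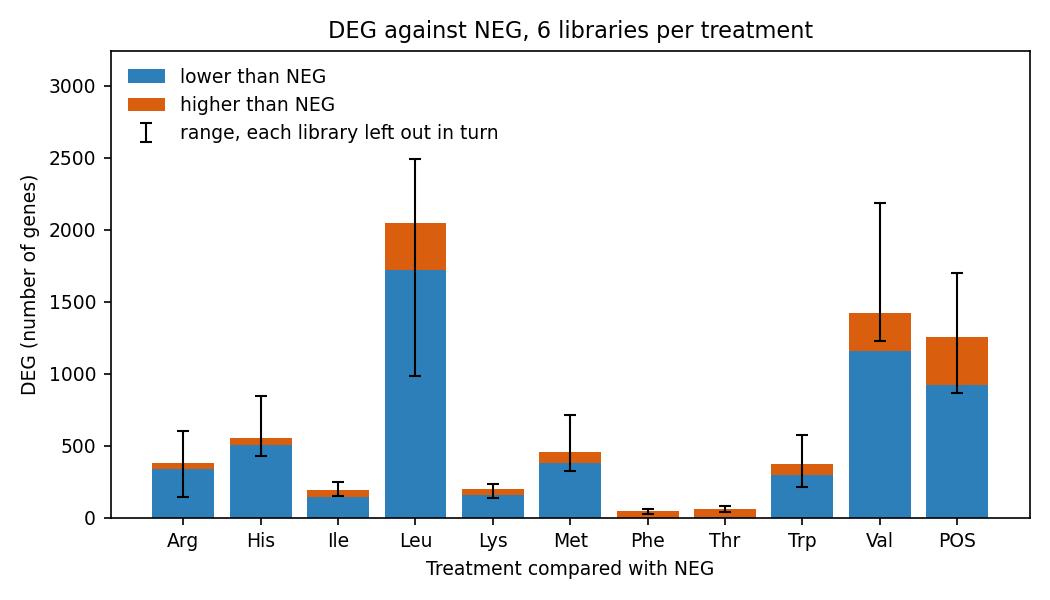
Number of DEG of each treatment against NEG, split into genes lower and higher than in NEG, with bars for the lowest and highest count when each of the 12 libraries was left out in turn. Leu, Val and POS have the most DEG, and the range for Leu goes from 985 to 2496.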

The raw data files of non-targeted metabolomics were transformed to the format of mzML by ProteoWizard^29^. XCMS program was applied for peak alignment, retention time correction, and peak area extraction^30^. The following settings for peak picking were applied: centWave m/z = 25 ppm, peakwidth = c (10, 60), prefilter = c (10, 100). Bw = 5, mzwid = 0.025, minfrac = 0.5 were applied for peak grouping. Metabolite identification was conducted by MS/MS spectra using an in-house database. To make the metabolomics data reproducible, the relative standard derivation (RSD) of the peaks in the QC samples larger than 30% were filtered out. After normalized to total peak intensity, the processed data were uploaded into SIMCA-P (version 14.1, Umetrics, Umea, Sweden), where it was subjected to multivariate data analysis, including Pareto-scaled principal component analysis (PCA) and orthogonal partial least-squares discriminant analysis (OPLS-DA). Response permutation testing along with 7-fold cross-validation were used to assess the robustness of model. The variable importance in the projection (VIP) value of each variable in the OPLS-DA model was calculated to indicate its contribution to the classification. Significance was measured with an unpaired Student’s t test. Compounds with VIP value > 1 and *P* < 0.05 were considered as differentially expressed metabolites (DEM).

For targeted metabolomics of AA profiling in BMECs samples, multiQuant software was adopted to extract the chromatographic peak area and retention time. AA standards were used for retention time correction and metabolites identification^31^. Compounds having coefficient of variation under 30% cross samples were identified as reproducible measurements. For DEM identification, statistical analyses between two groups for each EAA administration (NEG vs. individual EAA treatment or POS vs. individual EAA treatment) were conducted with fold changes and *P-*values that were obtained according to a Student’s *t* test. Metabolites having *P-*values < 0.05 and VIP > 1 were considered as DEM.

## Data Records

The sequencing data of BMECs with different EAA administrations were presented in Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo) with number of GSE232591^16^. Correlation coefficient matrix among the samples used for transcriptomics was uploaded to Figshare^20^. Raw LC-MS/MS data files for non-targeted and targeted metabolomics in BMECs were uploaded to the MetaboLights^17^ database (http://www.ebi.ac.uk/metabolights) under MTBLS7789^18^ and MTBLS3956^19^, respectively. Metabolic annotation and DEM analysis were present in Figshare^21^.

## Technical Validation

Quality of the sequencing data was evaluated according to the sequence quality, GC content, presence of adaptors and overrepresented k-mers with FastQC. Samples subjected to routine data cleaning to guarantee that no base was called with a Phred quality below 20. Statistical robustness was supported by the 6 biological replicates of each treatment. 

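Between the 6 replicates of a treatment, which give 15 pairs, the mean squared Pearson coefficient of log2(FPKM + 1) over all 29550 genes was highest in Phe, at 0.987 ± 0.00064 (SD over pairs). It was 0.985 ± 0.0029 in Thr, 0.981 ± 0.0061 in Lys and 0.979 ± 0.014 in NEG. His, Met, Trp, Ile and Val had means of 0.976, 0.975, 0.974, 0.973 and 0.965. The mean was lower in POS (0.934 ± 0.064), Arg (0.931 ± 0.068) and Leu (0.913 ± 0.10), and the lowest pair of replicates in these treatments had 0.803, 0.823 and 0.762. Over all treatments, the 180 pairs of replicates had a mean of 0.964 ± 0.046 and the pairs from different treatments a mean of 0.951 ± 0.050. The difference of 0.0138 was larger than in any of 100000 permutations of the treatment labels (one-sided permutation test, p = 1e-05, the smallest p they can give). This difference is between means and does not hold for each library. Without Leu_1, Arg_4 and POS_4 in the means, 41 of 72 libraries had a higher mean r² with another treatment than with their own. Because pairs share libraries, the SD over pairs describes the spread and is not a standard error.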

A number of raw reads came from 12 treatments, ranging from 40,612,706 to 53,705,974 (Table 1). A total of 40,253,216 to 52,418,068 clean reads were kept after trimming and the overall mapping efficiency ranged from 95.92 to 97.71%. These results suggested that the sequencing data has a high quality for subsequent analysis. 

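In Table 1 of the paper, the mapping column lists 83.80% for Arg_4 and 83.91% for Leu_1. The next lowest value is 91.39% for Trp_6, and the highest is 93.95% for Val_6. The paper's text gives the range of the Phred column for mapping efficiency, so the headings are in doubt. The shares and relations below take the columns by their headings. The reads on genes recovered from the FPKM were between 63.6% (Leu_1) and 80.7% (NEG_2) of the mapped read pairs of Table 1. These shares hold if that table counts both reads of a pair, which the paper's text does not name. They also take the mapping column as headed, while its text gives 95.92% to 97.71%, the range of the Phred column, as mapping efficiency. Exchanged headings would change these shares and the meaning of the relation that follows. Distance of a library from the mean of its treatment, over the 12121 genes tested, was related to this mapping column across the 72 libraries by a Pearson r of −0.71 (permutation test within treatments, p = 0.019) and a Spearman rho of 0.0074 (p = 0.93, permutation test). Without Arg_4 and Leu_1 the Pearson r was −0.038 (p = 0.85, permutation test), so the relation rested on these 2 libraries. This was the only relation of the kind planned, and no sequencing batch is named in the paper or the labels within which to repeat it.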

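Of the 29550 genes in the deposited table, 5867 were at 0 in all 72 libraries and 9520 were above 0 in every library. The median number of genes above 0 was highest in Thr (17849) and Phe (17796), and it was 17329 in NEG, 17208 in POS and 16194 in Leu, the lowest of the 12 treatments. Leu_1 had 10495 genes above 0, Arg_4 had 11838 and POS_4 had 13537, while the other 5 replicates of Leu had between 15747 and 16716, those of Arg between 16150 and 17403, and those of POS between 17034 and 17743. These 3 libraries also had the fewest reads on genes.

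**Figure D2:**
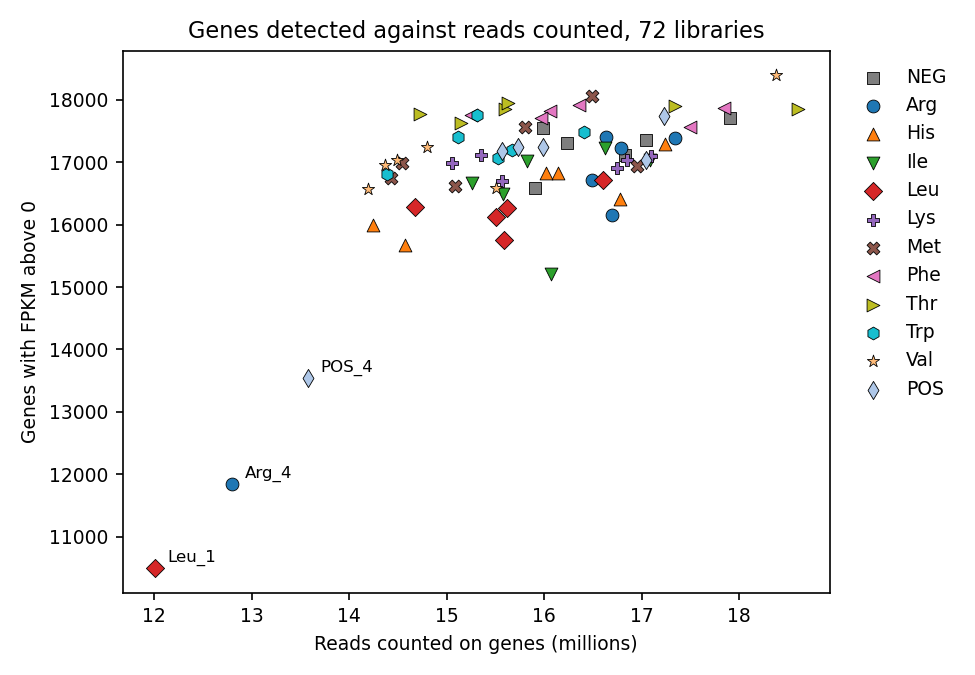
Genes with FPKM above 0 against the reads counted on genes, with 1 point per library and a colour and shape per treatment. Leu_1, Arg_4 and POS_4 lie lowest on both axes, at 10495, 11838 and 13537 genes.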

Correlation of gene expressions between samples is an important parameter to check the experimental reliability. Our data deposited at Figshare^20^ showed that the pearson correlation coefficient (*r*) with a square value between samples were all greater than 0.85, which was a prerequisite for subsequent differential expression analysis.

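Over the 2556 pairs of the 72 libraries, r² of log2(FPKM + 1) over all 29550 genes ranged from 0.631, between NEG_2 and Leu_1, to 0.990. It was under 0.85 in 151 pairs, 10 of which were among the 180 pairs of replicates. All 151 pairs held Leu_1, Arg_4 or POS_4, which take part in 210 pairs, and the lowest r² of the other pairs was 0.891. Over the genes with a mean FPKM of at least 1, 494 pairs were under 0.85, of which 284 held none of these 3 libraries, with a lowest r² of 0.704. The scale of the values moved the lowest r² most, to 0.041 on untransformed FPKM, where 1646 pairs were under 0.85. With Spearman's coefficient squared, the lowest value was 0.604 and 211 pairs were under 0.85. Single-EAA samples were compared with the controls by their mean r, and 58 of the 60 lay closer to NEG than to POS, the exceptions being 1 sample of Arg and 1 of Leu. The mean r over the 60 samples was 0.977 with NEG and 0.962 with POS, or 0.970 with POS when POS_4 was left out, and 58 lay closer to NEG then too. On untransformed FPKM, 18 of the 60 lay closer to NEG, and 58 did so when ENSBTAG00000054661 was left out, a gene with a recovered length of 55 bp that was chosen after its values were seen. The paper states that r² was above its limit between all samples in its deposited matrix, and takes this as a prerequisite for differential expression analysis.

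**Figure D3:**
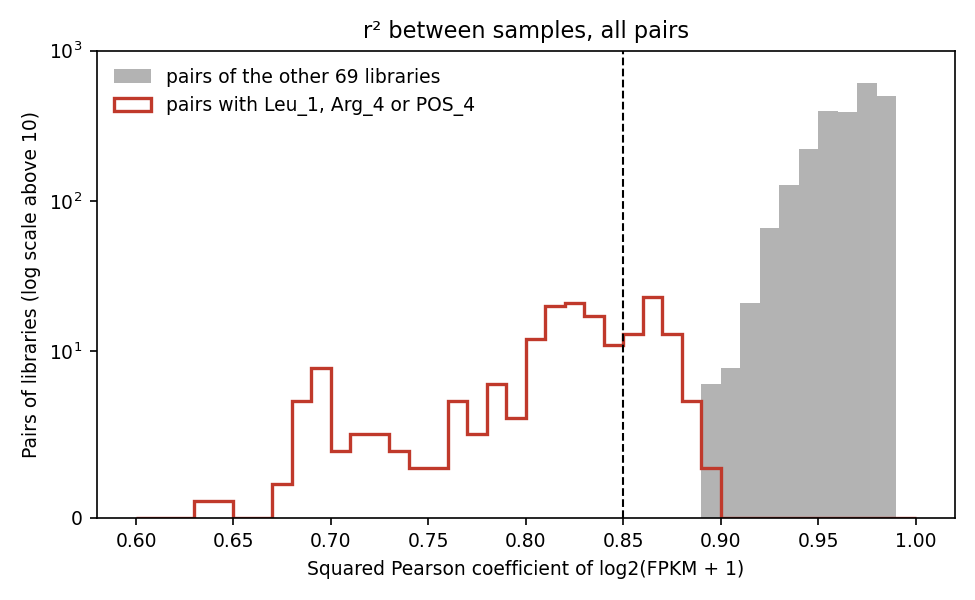
Number of pairs of libraries by r² of log2(FPKM + 1), on a vertical axis that is logarithmic above 10 pairs, with the dashed line at 0.85. Filled bars are pairs of the other 69 libraries, which start at 0.891, and the outline shows the 210 pairs with Leu_1, Arg_4 or POS_4.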

**Table 1:** Statistics analysis of clean reads mapping onto reference genome.

Sample	Raw reads	Clean reads	Mapping efficiency	Phred> 20 (%)	Sample	Raw reads	Clean reads	Mapping efficiency	Phred >20 (%)
NEG_1	48,526,890	47,549,694	92.61%	96.85	Met_1	46,384,336	45,506,434	93.78%	96.19
NEG_2	43,176,084	42,530,258	92.74%	96.88	Met_2	41,498,318	40,413,838	93.45%	97.31
NEG_3	45,940,308	44,989,364	92.71%	96.73	Met_3	40,793,346	40,266,998	93.33%	97.35
NEG_4	45,406,952	44,616,416	92.71%	96.66	Met_4	43,268,450	427,36,254	93.03%	97.33
NEG_5	50,541,714	49,594,468	92.88%	96.79	Met_5	47,697,704	47,125,238	93.38%	97.35
NEG_6	46,829,238	46,111,516	92.94%	97.00	Met_6	45,551,840	44,703,604	93.52%	96.90
Arg_1	46,390,570	45,987,698	92.96%	97.35	Phe_1	47,526,272	46,582,198	93.02%	96.84
Arg_2	46,964,992	46,211,062	92.11%	97.22	Phe_2	47,428,866	46,399,916	93.30%	96.81
Arg_3	46,015,946	45,668,658	93.15%	96.84	Phe_3	53,705,974	52,418,068	92.90%	96.87
Arg_4	44,911,936	44,367,842	83.80%	97.30	Phe_4	46,669,402	45,601,374	92.69%	96.50
Arg_5	44,816,418	44,285,818	93.62%	97.21	Phe_5	50,288,164	49,017,216	92.47%	96.61
Arg_6	46,753,196	46,193,354	93.47%	97.12	Phe_6	51,493,910	49,931,934	92.55%	96.77
His_1	47,151,788	46,601,100	92.49%	97.10	Thr_1	46,907,428	45,578,642	93.25%	96.67
His_2	45,263,000	44,714,050	92.90%	96.90	Thr_2	53,469,642	52,135,856	93.44%	96.78
His_3	40,612,706	40,253,216	92.46%	97.10	Thr_3	45,859,072	44,557,912	92.85%	96.94
His_4	41,962,688	41,542,730	92.18%	97.25	Thr_4	50,051,988	48,869,674	93.29%	96.82
His_5	47,219,594	46,860,716	92.97%	97.41	Thr_5	47,181,948	46,294,180	93.25%	96.79
His_6	44,961,658	44,630,518	92.75%	97.09	Thr_6	45,299,044	44,021,930	92.32%	96.67
Ile_1	44,409,430	44,143,866	92.82%	97.28	Trp_1	45,961,922	44,819,548	93.18%	96.79
Ile_2	42,285,282	42,018,938	92.79%	96.82	Trp_2	45,661,406	43,839,576	92.11%	97.01
Ile_3	45,644,514	45,232,916	93.15%	96.90	Trp_3	45,596,684	44,770,264	93.58%	97.03
Ile_4	47,122,466	46,714,988	92.97%	96.97	Trp_4	46,588,266	45,742,108	92.20%	97.23
Ile_5	43,589,468	43,218,066	93.24%	97.23	Trp_5	45,209,728	43,980,576	92.38%	97.07
Ile_6	44,043,016	43,591,956	92.39%	96.9	Trp_6	45,515,404	44,238,466	91.39%	97.24
Leu_1	45,489,370	45,012,398	83.91%	97.22	Val_1	46,208,488	44,557,688	92.17%	97.32
Leu_2	46,056,674	45,504,358	93.09%	97.17	Val_2	45,995,318	44,540,748	91.72%	97.19
Leu_3	44,373,600	44,016,548	92.87%	97.28	Val_3	52,639,776	51,529,692	93.29%	95.92
Leu_4	44,005,676	43,663,748	92.79%	97.22	Val_4	44,879,374	43,045,218	93.40%	97.47
Leu_5	42,430,082	42,029,276	92.66%	97.33	Val_5	45,300,600	44,302,592	92.99%	97.10
Leu_6	44,428,110	43,925,098	93.46%	97.47	Val_6	47,799,064	46,034,646	93.95%	97.40
Lys_1	44,060,770	43,658,652	93.07%	97.18	POS_1	47,010,526	46,347,678	93.84%	97.71
Lys_2	45,720,748	45,363,288	93.50%	96.93	POS_2	43,969,636	42,918,656	92.93%	96.97
Lys_3	42,002,798	41,668,272	93.41%	96.57	POS_3	47,616,334	46,756,190	92.58%	97.15
Lys_4	41,221,456	40,887,146	93.18%	96.61	POS_4	47,351,276	45,510,318	91.82%	97.39
Lys_5	47,273,766	46,400,114	93.43%	97.04	POS_5	46,272,932	45,139,976	91.67%	97.25
Lys_6	46,279,044	45,825,968	93.05%	96.95	POS_6	47,241,486	46,172,198	91.83%	97.15

Complete DMEM-F12 medium used for BMECs was the positive control (POS) treatment, while DMEM-F12 medium without total essential amino acid served as the negative control (NEG) treatment. Ten treatments were NEG individually supplemented with L-arginine, L-histidine, L-isoleucine, L-leucine, L-lysine, L-methionine, L-phenylalanine, L-threonine, L-tryptophan or L-valine, respectively (*n* = 6). Individual EAA was supplemented to achieve a concentration equal to that in POS. After 6-h treatment, total RNA was extracted for latter RNA-seq.

Various methods were used to improve the data quality in mass spectrometry experiments. First, sample extraction, LC-MS derivatization, and MS run followed the randomization sequences. Second, QCs that were made up of different samples were inserted during the measurement process to assess the reliability of data and system stability. Stability of measurement system was also examined using PCA analysis. PCA is a method that gives a overview of the data regarding questions about high variance as well as sample clusters and outliers^32^. QC samples cluster distinctively in Fig. 2, indicating that there was no significant variation induced by non-biology in this experiment.

**Fig. 2:**
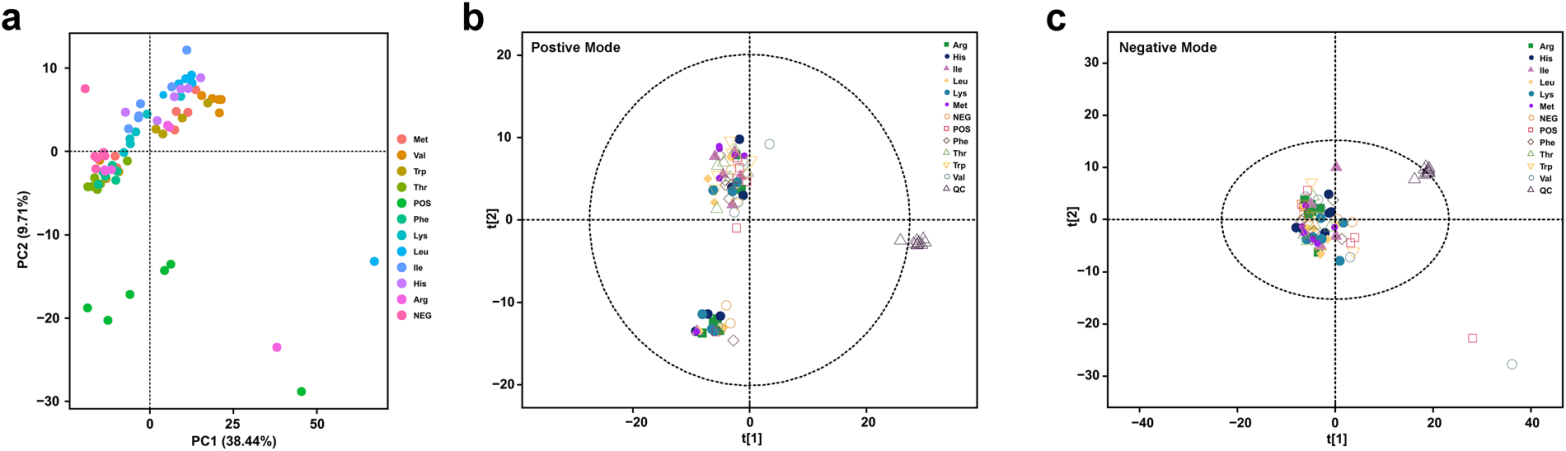
Principal component analysis of the datasets obtained from transcriptomics (**a**) and metabolomics (**b** and **c**). Complete DMEM-F12 medium used for BMECs was the positive control (POS) treatment, while DMEM-F12 medium without total essential amino acid served as the negative control (NEG) treatment. Ten treatments were NEG individually supplemented with L-arginine, L-histidine, L-isoleucine, L-leucine, L-lysine, L-methionine, L-phenylalanine, L-threonine, L-tryptophan or L-valine, respectively (*n* = 6). Individual EAA was supplemented to achieve a concentration equal to that in POS. Quality control (QC) samples in metabolomics that were composed of aliquots from all samples were operated 3 times before the queue to monitor the column condition and every 6 inserts after that to evaluate discrepancies. The distinctive cluster of QC samples indicated that there was no significant variation induced by non-biology in this experiment.

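For the transcriptomes of Fig. 2a, PCA of log2(FPKM + 1) over the 12121 genes with a mean FPKM of at least 1, centred and not scaled, put 47.9% of the variance on PC1 and 10.4% on PC2. The share moved most on untransformed FPKM, to 95.6% for PC1 and 1.85% for PC2. Treatment accounted for 41.4% of the total variance, where 15.5% is expected with no difference between treatments (permutational analysis of variance with 100000 permutations, p = 1e-05, the smallest p they can give). On PC1, NEG had a mean score of 37.6 ± 6.54 (SD, n = 6) and Thr 33.3 ± 9.55, which did not differ (two-sided exact permutation test, p = 0.44). Arg, His, Ile, Leu, Lys, Met and Trp had means between −43.6 and 6.16, each below NEG with p = 0.0022 by the same exact test, the smallest p it can give (0.0034 after Benjamini-Hochberg adjustment over the 11 comparisons). PC1 was also lower in Phe (27.7 ± 5.23, exact p = 0.013, adjusted 0.016), Val (−28.6 ± 31.3, exact p = 0.0065, adjusted 0.0089) and POS (−6.24 ± 50.5, exact p = 0.028, adjusted 0.031). Without POS_4 the mean of POS was 12.4 (exact p = 0.039), and the exact p of POS was 0.071 without NEG_2 and 0.056 without NEG_1, NEG_3 or NEG_5. Without Leu_1 the mean of Leu was −20.2, without Arg_4 that of Arg was 13.0 (exact p = 0.0022), and the exact p of Arg was 0.056 without NEG_2. The spread within Val came from Val_3, at 34.5 against −45.2 to −32.9 in its other replicates. On PC2, POS stood apart with a mean of 38.5 ± 9.90 against −3.09 ± 10.8 in NEG (exact permutation test, p = 0.0022, adjusted 0.012), and all 6 POS libraries scored above all 6 NEG libraries. Arg_4, at 49.2, lay within the POS range of 28.4 to 55.6, whose highest library was POS_4, and Leu_1 was at 24.4. A high PC2 score is thus not confined to the complete medium. Phe (6.94 ± 1.89, exact p = 0.0022, adjusted 0.012) and Thr (8.55 ± 2.55, exact p = 0.0043, adjusted 0.016) were also above NEG on PC2, and in the other 8 treatments the lowest exact p was 0.052, in His (adjusted 0.14). NEG_2, at −24.8, lowered the mean of NEG on PC2, which was 1.27 without it. Leaving it out took the difference from NEG from 10.0 to 5.67 in Phe (exact p = 0.0043) and from 11.6 to 7.28 in Thr (exact p = 0.0065). His (exact p = 0.0043), Ile (exact p = 0.0043), Lys (exact p = 0.048) and Val (exact p = 0.013) were then below NEG, with p not adjusted. Without His_2 the exact p of His was 0.037, and without Leu_1 that of Leu was 0.015. Leu_1, POS_4 and Arg_4 had the lowest PC1 scores of all 72 libraries, at −161, −99.2 and −88.0.

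**Figure D4:**
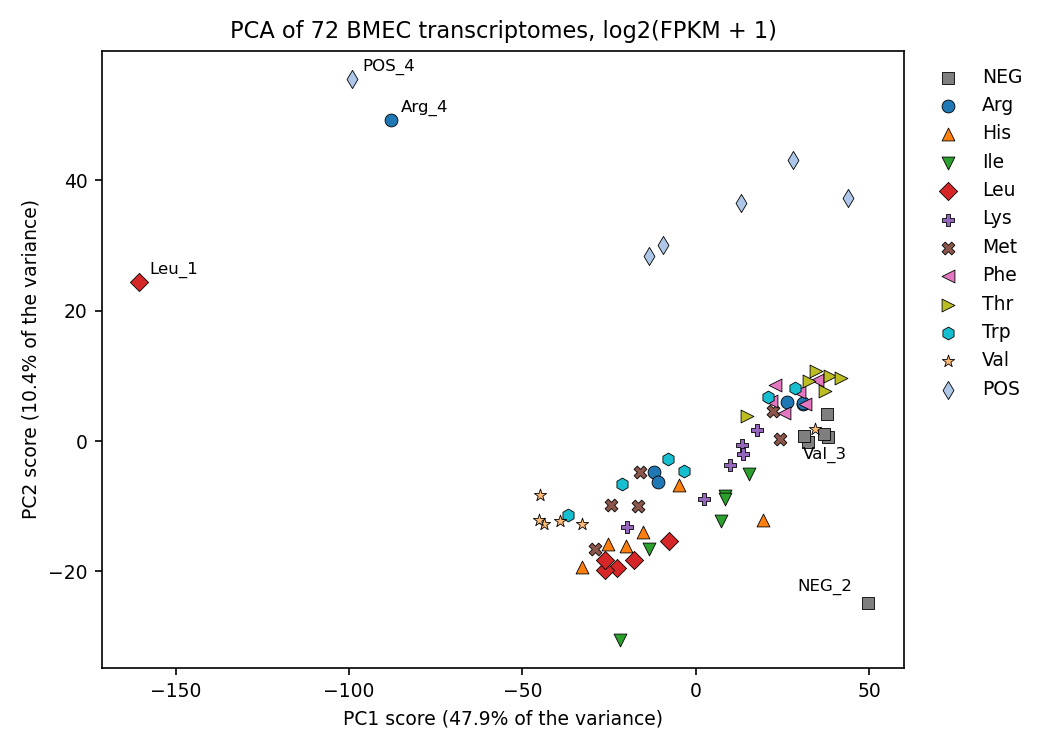
Scores of the 72 libraries on PC1 (47.9% of the variance) and PC2 (10.4%), with a colour and shape per treatment and 5 libraries named. The POS libraries lie at PC2 scores of 28.4 to 55.6, a range that also holds Arg_4 (49.2). Leu_1, POS_4 and Arg_4 lie at the lowest PC1 scores.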

## Data Availability

FastQC (version 0.11.3, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was adopted to check the quality of raw FASTQ sequencing files. Metabolite profiling was analysed with ProteoWizard package (http://proteowizard.sourceforge.net), XCMS Online software (https://xcmsonline.scripps.edu/), SIMCA 13.0 (Umetrics AB, Umea, Sweden) software, MultiQuant software (https://sciex.com/products/software/multiquant-software) and MetaboAnalyst plotform (https://www.metaboanalyst.ca), respectively.

How the deposited data were processed for this re-analysis (not part of the article)

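RNA-seq of 72 libraries of BMECs was used, from 12 treatments with 6 replicates each after 6 h of treatment. No file of the metabolomics experiments was used here. The paper states that the authors trimmed the reads with Trimmomatic, mapped them with Hisat2, assembled them with StringTie, computed read counts and FPKM, and compared each treatment with a control by the DESeq package of R. The reference genome build is not given in the sources used here. The values that the authors deposited are FPKM, in a table of 29550 genes and 72 libraries, all of which were used. Each column was assigned to its library by its name.

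From the deposited FPKM, the number of reads on each gene was recovered as the FPKM times the gene length times the factor of the library, with lengths between 12 and 38086 bp and a median of 1836 bp. Of the values above 0, 100.0% came within 0.001 of a whole number, and the largest distance was 0.00017. The recovery was tested on reads simulated for 23228 genes, where 98.5% of the genes were recovered in full, and 100.0% of the 12788 genes with at least 1000 reads. Total reads recovered per library ranged from 12006111 to 18602430 with a median of 15865515. Division of these totals by the factor of the library gave between 0.910 and 1.18, so the authors' scaling differs from a scaling by total reads. The reads show the depth behind the FPKM, and the main tests stayed on the FPKM. PCR copies were not marked, so the reads are not independent molecules.

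Tests across genes used limma (version 3.58.1, R version 4.3.3) with a trended prior on log2(FPKM + 1) for the 12121 genes with a mean FPKM of at least 1. Only the 12 libraries of the treatment and NEG entered each of the 11 comparisons. A DEG had an unadjusted p under 0.05 and a log2 fold change over 1 in size. The limits are the paper's, but its text does not say whether its p is adjusted, and the authors' fold changes come from the DESeq package. Counts by Benjamini-Hochberg adjusted p were kept beside them. On simulated reads for the comparison of POS with NEG, with 12121 genes and 200 of them changed 4-fold, 93.5% of the changed genes were called in the right direction, and 3 unchanged genes were called. The simulated spread between replicates was the same for every gene (dispersion 0.1). No simulated library lay apart as POS_4 and NEG_2 do, so the 3 calls give no error rate for the real libraries. Correlations, PCA and permutation tests used Python (version 3.11.15) with numpy (version 2.4.6), pandas (version 2.3.3) and scipy (version 1.17.1), with figures by matplotlib (version 3.10.9). Permutation tests over the 72 libraries drew 100000 permutations, and comparisons of 6 libraries with 6 used all 924 splits. Libraries were thinned to 12006111 reads for checks of depth, and trends on gene length were removed per library in log2(FPKM + 1) for checks of length. Seeds were fixed.

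The tests, the thresholds and most of the alternatives were written down before the data were examined. These alternatives were another pseudocount of 0.1, no filter on low FPKM, a rescaling by median ratios, the replicate number as a block, 1 fit of all 12 treatments, sample weights, adjusted p, each library left out in turn, and for the correlations and PCA other scales, gene sets and coefficients. Voom of limma on the recovered reads, a scaling by total recovered reads, removal of the gene length trend, the Phred column of Table 1 as a covariate, genes above 0 in every library, and FPKM without ENSBTAG00000054661 were added after the data were seen. ENSBTAG00000054661 was itself chosen after its values were seen.

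The files do not pair the gene identifiers with symbols, and 0 of the identifiers were found among the 37063 rows of the reference table of bovine genes. Planned tests of lists of gene symbols (amino acid response, sterol synthesis, caseins and whey proteins, mTOR signalling), the levels of epithelial and fibroblast markers, and values of genes planned by symbol were therefore not run. The rule for named genes, set before the data were examined, took the largest rises and falls among genes with an adjusted p under 0.05 and ranges that did not overlap, and passed over genes without a symbol. No gene was left by that rule. The 4 identifiers named for POS against NEG are the 2 largest rises and the 2 largest falls without the condition on symbols, chosen after their values were seen. Replicates carry the numbers 1 to 6 in every treatment, and neither the paper nor the labels say that a number marks a shared batch, so no comparison was paired.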

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

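In each treatment, the highest and the lowest of the 6 libraries were tested with Dixon's test on the reads counted, the genes above 0, the mean r² with the replicates, PC1, PC2 and the FPKM of 5 genes, 4 of them in NEG and POS alone. A library stood apart in 33 of the 80 groups tested, and these came from 11 libraries. Chance gives about 4 groups if the 6 values of a group are independent and normally distributed. Mean r² values share pairs of libraries and the FPKM were not transformed, so the 4 is only a rough guide. Measures of the same libraries are not independent of each other. Tests of depth and gene length on the mean r² were set before their results were seen, and the other tests in this part were chosen only afterwards.

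Reads on genes stood apart in Arg_4 (12803214, the others at 16487803 or more) and in Val_3 (18379953, the others at 15504263 or less). Genes above 0 stood apart in Leu_1 (10495), Arg_4 (11838), POS_4 (13537) and Ile_1 (15211) as the lowest of their treatments, and in Val_3 (18393) as the highest. The low numbers of Leu_1, Arg_4 and POS_4 were weighed against 6 technical explanations. With every library thinned to 12006111 reads, the lowest of the other 69 libraries kept 15144 genes (Ile_1), against 10495 in Leu_1, 11833 in Arg_4 and 13522 in POS_4, which argues against fewer reads as the whole cause. The same 15144 genes argue against reads from another organism only as a loss of reads. Foreign RNA that replaced bovine molecules was not tested. The mapping column lists 83.80% for Arg_4 and 83.91% for Leu_1, with 91.39% as the next lowest, and these values do not settle it. A few genes taking most of the reads is also excluded, since the 100 highest genes held at most 26.6% of the reads in the 3 libraries and between 24.7% and 28.3% in the others. The authors' scaling is 1 factor per library and cannot turn a gene above 0 into 0, so it cannot lower these numbers. Squared Spearman coefficients do not test it, since missing genes lower them too. The highest of a pair with 1 of the 3 libraries was 0.815, and the lowest of the other pairs was 0.848. Short genes were lost more often in Leu_1, where 14.6% of the shortest and 3.12% of the longest of the genes with 100 or more reads in the other replicates had no read, each class holding 1 in 5 of the genes. In Arg_4, 1.15% of the longest had no read, and the libraries other than Leu_1, Arg_4 and POS_4 missed none, so a loss of short genes alone is excluded for Leu_1 and Arg_4, while short genes were lost more often at the same level of reads too. At that level 211.9 of the shortest and 128.1 of the longest were expected to have no read in Leu_1 and 280 and 60 had none, and in Arg_4 95.6 and 49.7 were expected against 143 and 23. In POS_4 the longest without a read were 0.152% or 3 genes, too few to decide whether short genes alone were lost. At the same level of reads, 36 of its shortest had no read against 16.3 expected, and 3 of its longest against 7.85. Short genes were thus lost more often in POS_4 as well. Of the 2555 longest genes among those with at least 1000 reads in all libraries together, 2492 were above 0 in POS_4 and at least 2554 in its replicates, which argues against a loss of short genes alone there too. What stays open is a small number of bovine RNA molecules carried into the libraries, foreign RNA in their place included. In Leu_1, 862 genes with at least 100 reads in the other replicates had no read and 27 had 1 to 9 reads, and in Arg_4 the numbers were 346 and 38, a gap that is consistent with few molecules. In POS_4, 59 genes had no read and 57 had 1 to 9 reads, so for this library it cannot be told apart from a gradual loss. Loss of single molecules would strike genes of the same level at random, but 120 genes were missing in both Leu_1 and Arg_4 where 48.3 were expected at the same level, so it may not be the whole cause. No biological explanation was tested, since the replicates of a treatment differ in no named condition.

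Mean r² with the replicates stood apart in 8 libraries, Leu_1 (0.777), Arg_4 (0.839), POS_4 (0.852), Val_3 (0.934), Ile_1 (0.954), NEG_2 (0.961), Lys_1 (0.974) and Thr_3 (0.981). With all libraries thinned to the lowest total the values were 0.776, 0.839, 0.851, 0.932, 0.953, 0.959, 0.972 and 0.979 in the same order, and each still stood apart, which argues against depth. With the gene length trend of each library removed they were 0.759, 0.823, 0.836, 0.926, 0.949, 0.960, 0.970 and 0.978, and each stood apart again. As the reason for the low mean r², a wrong treatment label was tested by whether a library's mean r² with another treatment reached the lowest that the libraries of that treatment have among themselves, with Leu_1, Arg_4 and POS_4 set aside when this lowest value was taken. It argues against a wrong label as the whole reason in 4 libraries, which reached no other treatment. With Leu_1, Arg_4 and POS_4 counted, whose own values are low, NEG_2 reached Arg, Leu and POS, Arg_4 reached Leu, and POS_4 reached Arg and Leu. A wrong label besides another reason is not excluded for Leu_1, Arg_4 and POS_4, whose mean r² with Val was higher than with their own replicates. The highest with another treatment was 0.787 in Leu_1, 0.867 in Arg_4 and 0.877 in POS_4, each with Val, and 0.943 in NEG_2, with Phe. Val_3 (highest 0.983, with Phe), Ile_1 (0.962, with His), Lys_1 (0.979, with His) and Thr_3 (0.984, with Phe) reached the level of at least 1 other treatment's own libraries. For these 4 a wrong label cannot be told apart from other causes, because 61 of the 64 libraries that did not stand apart reach the level of another treatment as well. Val_3 differs from the other 3 in size. Its mean r² was higher with Phe than with its own replicates by 0.0485, the largest such difference of the 72 libraries, where the largest of the 64 was 0.0182 (Trp_1) and where 41 libraries had a higher mean r² with another treatment. Its value of 0.983 with Phe was below the lowest of the Phe libraries among themselves, 0.987, while it reached the lowest of NEG, Ile and Thr. With all 8 libraries that stood apart in mean r² set aside, Val_3 and Ile_1 reached no other treatment, Lys_1 reached His, Met and Trp, and Thr_3 reached Arg, Met and Trp. These values do not settle it, so a wrong label stays open for Val_3 and calls for a look at the laboratory's records. The comparisons with the 64 libraries were added after the first outcome of the test was seen. Batches of sequencing or library preparation are not named in the paper or the labels, and no biological explanation was tested.

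PC1 scores stood apart in Leu_1 (−161), Arg_4 (−88.0), Val_3 (34.5) and Thr_3 (14.9), and PC2 scores in Arg_4 (49.2), NEG_2 (−24.8), Leu_1 (24.4) and Val_3 (1.81). The libraries are among those above, and no separate test was run for these scores.

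FPKM of ENSBTAG00000054661 stood apart in Trp_1 (62289), Val_3 (23006), POS_1 (18629), His_1 (12464) and Leu_1 (438). This gene had the highest FPKM of all genes in 33 libraries. Division by its short recovered length of 55 bp is consistent with that rank, since at its highest share, in Phe_4, it held 0.417% of the reads and 14.1% of the FPKM. Without Leu_1, Arg_4 and POS_4, the variance of its reads was at least 46.6 times their mean within every treatment. If counting error made that spread with 46.6 reads per molecule, at least 77.6 of the genes with 100 or more reads in the other replicates would have no read in each of the other 69 libraries, and none was missing. This argues against counting error at the reads per molecule of other genes, and the reads per molecule of this gene itself are not known. For Leu_1, which misses many genes, counting error cannot be told apart from other causes, and the ratio of at least 226 with all libraries decides nothing because reads are not independent molecules. Reads shared with near-identical genes remain open for this gene of 55 bp, and cannot be told apart without the genome sequence. No biological explanation was tested for differences between replicates.

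In NEG, NEG_2 stood apart in ENSBTAG00000021617 (1.27 FPKM, the others at 4.40 or more), ENSBTAG00000011839 (110), ENSBTAG00000054808 (107) and ENSBTAG00000001595 (1050), and in POS, POS_4 stood apart in ENSBTAG00000011839 (819). With each of the 12 libraries left out in turn, and under the other alternatives run, the log2 fold changes of these genes kept their sign and an adjusted p under 0.05 by limma.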

How the results depend on the processing

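DEG counts were recomputed under 11 alternatives besides leaving out each library, and voom on recovered reads, scaling by total reads, removal of the gene length trend and the Phred column as a covariate were chosen after the data were seen. Counts stayed within 1.5 times in all 11 comparisons under no filter, median ratio rescaling, 1 fit of all 12 treatments and scaling by total reads. The deposited FPKM already carry a median ratio scaling, so that rescaling moved almost nothing and says little about stability.

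With a pseudocount of 0.1 the count rose to 922 in His, 396 in Ile, 351 in Lys, 818 in Met, 118 in Phe, 141 in Thr and 634 in Trp. A smaller pseudocount enlarges the fold changes of genes with low FPKM by its construction. Voom, which has no such pseudocount of 1, gave 945 in His, 410 in Ile, 354 in Lys, 845 in Met, 115 in Phe, 140 in Thr and 653 in Trp. Sample weights gave 74 in Arg, 948 in Leu and 797 in Met, and the cause was not tested. The adjusted p, a stricter limit on the same fit, gave 142 in Arg, 24 in Phe and 2 in Thr. Removal of the gene length trend gave 225 in Arg, 302 in His, 131 in Lys, 253 in Met and 174 in Trp. The Phred column as a covariate gave 92 in Arg, 357 in His, 1256 in Leu, 206 in Met, 115 in Trp and 793 in Val. For these last settings the cause was not tested.

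With each library left out in turn, the counts ranged from 142 to 603 in Arg, 428 to 847 in His, 151 to 246 in Ile, 985 to 2496 in Leu, 135 to 235 in Lys, 325 to 715 in Met, 25 to 60 in Phe, 40 to 81 in Thr, 217 to 577 in Trp, 1231 to 2186 in Val and 864 to 1704 in POS. The limits came without Arg_4 and Arg_5, His_4 and His_1, NEG_2 and Ile_3, Leu_1 and Leu_2, NEG_2 and NEG_6 (Lys), NEG_2 and Met_1, NEG_2 and NEG_5 (Phe and Thr), NEG_2 and Trp_1, Val_5 and Val_3, and POS_4 and POS_1. Arg also moved by over 1.5 times without Arg_6 (587) and NEG_2 (230), and Trp without Trp_6 (231).

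The share of higher DEG moved by more than 10 percentage points under scaling by total reads in 7 comparisons. It went from 9.53% to 20.1% in His, 22.9% to 37.6% in Ile, 16.0% to 26.9% in Leu, 16.4% to 26.8% in Met, 20.1% to 38.2% in Trp, 18.7% to 36.8% in Val and 26.8% to 43.5% in POS. With the gene length trend removed the share was between 27.8% (His) and 42.0% (Trp) in the 9 comparisons with mostly lower DEG. With the Phred column as a covariate it was 69.6% in Trp, where the direction turned. Scaling by total reads moved the median log2 fold change of all 12121 genes from −0.08 to 0.03 in Arg, from −0.09 to 0.04 in Val and from −0.06 to 0.06 in POS, the 3 comparisons where it moved by more than 0.1. It moved by less in the other 8, from −0.17 to −0.09 in Leu and from −0.062 to −0.00068 in Met, where it kept its sign.

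A replicate block gave 410 DEG in Arg, 559 in His, 190 in Ile, 2084 in Leu, 200 in Lys, 458 in Met, 44 in Phe, 62 in Thr, 376 in Trp, 1429 in Val and 1291 in POS, and changed no call of a count. Same-numbered libraries of different treatments deviated together with a mean correlation of 0.025, over 0.1 in 143 of 396 pairs, and differently numbered ones with −0.0039, so the numbers show no pairing.

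The lowest r² between samples was 0.041 on untransformed FPKM, 0.303 over genes with a mean FPKM of at least 1, 0.353 over genes above 0 in every library and 0.370 on untransformed FPKM without ENSBTAG00000054661, against 0.604 under Spearman's coefficient and 0.650 with a pseudocount of 0.1. The last 2 gene sets were chosen after the data were seen. Pairs under 0.85 without Leu_1, Arg_4 or POS_4 numbered 284 over genes with a mean FPKM of at least 1, 146 over genes above 0 in every library and 0 as reported. On untransformed FPKM, leaving out ENSBTAG00000054661 took the pairs under 0.85 from 1646 to 761, so this gene carries part of that shift, and the cause of the rest and of the other shifts was not tested. Single-EAA samples closer to NEG than to POS fell to 18 of 60 on untransformed FPKM and numbered 58 without that gene, as under the other alternatives run, so the fall rests on 1 gene. With each NEG and POS library left out in turn, which was added after the data were seen, between 57 and 58 lay closer to NEG, the lower count without POS_1. The mean r² stayed higher over pairs of replicates than over pairs from different treatments under every alternative run. Treatment also kept its share of the variance past the permutation test under every alternative run. The difference in r² is between means, and 41 libraries had a higher mean r² with another treatment than with their own.

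PC1 took 42.4% of the variance with unit variance scaling, 40.6% with no filter, 42.9% on the 500 genes with the largest variance, 42.3% with a pseudocount of 0.1 and 95.6% on untransformed FPKM, all outside the range of 43.4% to 48.6% with each library left out in turn. PC2 took 12.6%, 9.36%, 7.20%, 8.66% and 1.85% under the same alternatives, outside 9.80% to 12.3%. The cause was not tested. The relation of library distance to mapping efficiency was no longer past p = 0.05 on untransformed FPKM (Pearson r −0.0016, permutation p = 0.98, cause not tested) or without the 2 libraries with the lowest mapping efficiency (−0.038), on which it rests.

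Fold changes of the 4 named identifiers kept their sign and an adjusted p under 0.05 in all 22 alternatives each, with a highest adjusted p of 0.0015. The planned tests of gene lists and marker levels were not run, since no symbols are paired with the identifiers. Depth limits mainly genes with few reads, whose recovered reads can be too low.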

Differences from the paper's values

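For the lowest r² between samples the paper gives a limit of 0.85 that all pairs exceed, and the value here was 0.631 on log2(FPKM + 1) over all genes. All 4 alternatives set before the data were examined also fell below the paper's limit, with 0.041 on untransformed FPKM, 0.604 by Spearman's coefficient, 0.303 over genes with a mean FPKM of at least 1 and 0.650 with a pseudocount of 0.1. The scale and the genes behind the paper's matrix are not named in its text. The unsquared Pearson coefficient of the lowest pair was 0.794, which is below the limit as well.

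The share of PC1 is about 38% in Fig. 2a, read by eye, against 47.9% here, and that of PC2 about 9.7% in Fig. 2a against 10.4% here, both within 1.5 times. With no filter the shares were 40.6% and 9.36%, the nearest to the figure for PC1 among the alternatives run.

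In its text the paper gives a range of mapping efficiency from 95.92% to 97.71%. In its Table 1 the mapping column runs from 83.80% to 93.95%, and the column on Phred quality runs from 95.92% (Val_3) to 97.71% (POS_1). Which column the text means is not known, and every value here that uses either column takes it as headed.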

Other observations

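The tests of depth and gene length on PC1 in this part were set before their results were seen, and the other tests were chosen only afterwards.

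Most DEG against NEG were lower in 9 comparisons, while Phe and Thr had mostly higher DEG. The authors' scaling and gene length were weighed as explanations of that direction. With libraries scaled by total reads the highest share of higher DEG in the 9 comparisons was 43.5%, and with the gene length trend removed it was 42.0%, so lower DEG stayed the majority under both and neither is the whole cause. Both raised the share in each of the 9, so part of the imbalance depends on them. With the Phred column of Table 1 as a covariate, 69.6% of the DEG in Trp were higher, so the direction in Trp depends on that setting. A response to the added EAA stays open as an untested biological explanation. In Phe 29 of the 45 higher DEG and in Thr 35 of the 59 had no read in at least 1 NEG library, and lower DEG numbered 1 and 3, so higher DEG are the majority without these genes too. Of the 462 possible splits of the 12 libraries, 100 were drawn for each comparison, and 1 of the 100, the real 1, gave as many DEG in all 11. A share of 1 in 100 is the smallest that this draw can give. The draw argues against chance as the source of these counts, and it was not repeated with a library left out or by adjusted p. Splits that were not drawn could give more DEG. The margin is narrow in Phe (46 beside 44 in another split), so chance stays open there. It is also narrow in Val (1425 beside 1293), but the median of the other splits in Val was 10. Of the DEG in Val, 1411 kept an adjusted p under 0.05 by limma, and without Val_3 the count rose to 2186. These values argue against chance in Val. In Thr only 4 genes had an adjusted p under 0.05 by limma, while 4174 had an unadjusted p under 0.05. In the other splits the highest counts were 255 in Arg, 332 in His, 101 in Ile, 885 in Leu, 89 in Lys, 262 in Met, 44 in Phe, 39 in Thr, 249 in Trp, 1293 in Val and 875 in POS.

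Libraries spread along PC1 both between and within treatments. Without Leu_1, Arg_4 and POS_4, PC1 still took 43.5% of the variance against 11.3% for PC2, with libraries thinned to 12006111 reads 46.9%, with the gene length trend removed 45.2%, and with libraries scaled by total reads 46.3%. These values argue against the 3 libraries, depth, gene length and the authors' scaling as the whole cause. Within treatments, PC1 went with the Phred column of Table 1 by a Pearson r of −0.40 (permutation p = 0.0022, Spearman rho −0.50, p = 0.00015), and without Met_1 and Val_3 by −0.29 (permutation p = 0.037). Adjusted over the 3 relations tested, the p values were 0.0022 and 0.00015. PC1 also went with the mapping column (Pearson r 0.75, Spearman rho 0.64) and with the reads on genes (0.72 and 0.59), each with p = 1e-05, the smallest the permutations can give, and an adjusted p of 1.5e-05. Without Arg_4 and Leu_1 the Pearson r was 0.58 and 0.63. Differences between sequencing runs or in the handling of libraries are a candidate explanation of part of PC1, and no batch is named in the paper or the labels with which to test it further.

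A hypothesis drawn from these spreads is that changes against NEG may follow the axis on which replicates of other treatments differ. For each comparison, the main axis of deviations from treatment means was taken from the treatments outside the comparison, and its correlation with the log2 fold changes was computed across genes, which are not independent replicates. The axis was oriented towards more genes above 0. Its correlation was −0.87 in Leu, −0.83 in Val, −0.80 in His, −0.76 in Trp, −0.75 in Met, −0.73 in Arg, −0.71 in Ile, −0.69 in Lys and −0.55 in POS, so 0.551 was the smallest size in these 9 comparisons. In Phe it was −0.36 and in Thr −0.21, at most 0.365 in size. Without Leu_1, Arg_4 and POS_4 it was −0.50 in POS, −0.19 in Phe and −0.016 in Thr, and between −0.90 and −0.69 in the other 8. The 11 comparisons share the NEG libraries, and the 10 splits of NEG into 3 libraries against 3 gave sizes between 0.106 and 0.370 with a median of 0.238. For the 9 comparisons the sizes are consistent with library differences that also separate replicates, and a response of the cells along the same axis stays open, since treatment and unnamed batches cannot be separated here. For Phe and Thr the sizes with all libraries lay within those of the NEG splits, and they depend on Leu_1, Arg_4 and POS_4.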
